A study of Homo sapiens with 12 samples. Its data were reported in "IGF2BP3 promotes mRNA degradation through internal m7G modification" (2024).

How the data were processed

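PAR-CLIP was made for IGF2BP1, IGF2BP2, IGF2BP3, METTL1 and WDR4 in HepG2 cells, with 4-thiouridine labelling and RNase T1 digestion. Per the study's methods, the authors filtered reads by quality, clipped adapters and collapsed identical reads with the FASTX toolkit, kept reads longer than a minimum length, mapped them with bowtie and called clusters with PARalyzer. Versions, PARalyzer settings and the genome build for this assay were not stated. The deposited unit is of another kind than a count: each line of the deposited files is the genomic interval of one cluster, called in one library, with no score, read count or conversion count. Depth per cluster was therefore unknown, and no read was reprocessed. The number of clusters per library, from 4581 to 15701, sets the precision of shares, which carry 95% Wilson confidence intervals where given for one library. Input RNA, RNA levels, m7G maps and the other assays of the study were not used here.

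Coordinates were checked against the hg38 sequence. All clusters fitted the hg38 contigs. RNase T1 cuts after G, and with starts counted from 1 and ends included, the base just before the cluster was G in 74.5% to 94.7% of the clusters of a library, while the first base was G in 0.897% to 5.56%. Starts were therefore read as counted from 1, and the positions printed here follow the same convention. All clusters as deposited were used, including the 1.13% to 1.61% on alternate contigs. Libraries were not pooled, and each was one unit.

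Each cluster was classed by its midpoint on its own strand against GENCODE release 44, with coding sequence taken before 3' UTR, 5' UTR, other exon, intron and intergenic sequence. The mitochondrial chromosome and other contigs were kept as separate classes. The groups were 8 IGF2BP libraries against 4 METTL1 and WDR4 libraries. Shares, motif ratios and positions were compared by two-sided exact permutation tests of the difference in means over all 495 splits, with a threshold of 0.05. The study's methods describe cell plates seeded separately for the replicates, while the labels number replicates within a bio label and do not say which of them were separate cultures. Where they were not, the library-level p-values overstate the evidence. Tests with the protein as the unit, whose smallest p is 0.1, are given for the 3' UTR share, CAUH, the bipartite element, the position along the 3' UTR, introns, intergenic sequence and tRNA clusters.

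A pair of libraries shared a cluster when intervals overlapped by at least 1 nt on the same strand, and the percentage was taken over the clusters of both libraries. Same-protein and different-protein pairs were compared by a one-sided exact test over 51975 partitions of the 12 libraries. Pairs within and across the IGF2BP and METTL1-WDR4 groups were compared over the 10 splits of the 5 proteins. Reproducible clusters were merged sites present in at least 2 libraries of a protein. Motifs were sought in clusters widened by 10 nt on both sides, against 20 dinucleotide-preserving shuffles per window. The bipartite element was GGCA with a gap of 9 to 25 nt, or CGGC with a gap of 15 to 25 nt, before CA. Placement within 3' UTRs was tested by a one-sided exact Poisson-binomial test, with each cluster's chance taken from uniform placement in its gene's 3' UTR, and with Benjamini-Hochberg adjustment over 6 protein pairs. The copy number of a cluster was the number of occurrences in hg38 of its central 20 nt.

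Genes were named by a rule fixed before the data were examined, as were the comparisons and the alternatives not listed below as added. They were transcripts tethered in the study (among them CYRIB, BPNT2, ZDHHC9, HUWE1 and NDRG1), 5 known IGF2BP targets (IGF2, H19, MYC, ACTB and CD44), and for each protein the 3 genes with the most reproducible clusters. Up to 5 merged sites present in all 12 libraries were to be ranked by score. As the files hold no score, the mean percentile of cluster width was used instead, a choice made after the data were seen. An item covered by these rules is not reported here.

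Alternatives left out each library in turn, took proteins as units, permuted within replicate number, changed the order of annotation classes, used 1 transcript per gene, or changed the overlap, the window, the background or the motif. Alternatives that needed a score could not be run. Added later were clusters at or above the library's median width, clusters with a single-copy centre, libraries thinned at random to the smallest one (the mean of 20 draws), the 10 libraries without the bio2 label, and chromosomes 1 to 22, X and Y alone. Replicate numbers were checked for pairing by 15 correlations, across sites, of the differences between replicates. These lay between -0.0418 and 0.0510, so the numbers were not taken as pairs.

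The code was tested on simulated data, with 13 checks in all, which it passed after the criterion of 1 check had been changed. With CAUH implanted into part of the windows, the shuffles gave a log2 ratio of 0.14 where the gain over the unimplanted windows was 0.24, because shuffles keep the dinucleotides that the implants add. The criterion was then widened to allow for this, and a CAUH ratio above 0 may understate enrichment. No element other than CAUH was implanted, so this reading does not extend to the other elements. With no motif implanted the ratio was -0.012. The placement test gave p at or below 0.05 in 4.0% of 100 simulations without attraction. These placed clusters uniformly, so they could not show an effect of background or cut sites common to the libraries. The work used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0, pysam 0.24.0, samtools 1.23.1, bedtools 2.31.1 and matplotlib 3.10.9.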

Results

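PAR-CLIP locates the sites where a protein contacts RNA, by labelling RNA with 4-thiouridine, crosslinking it with ultraviolet light and sequencing the fragments that precipitate with the protein. The deposited data were the called clusters of 12 PAR-CLIP libraries from HepG2, a human liver cancer cell line. The libraries covered 5 proteins. IGF2BP1, IGF2BP2 and IGF2BP3 are RNA-binding proteins of one family, which the study examined as readers of internal m7G in mRNA. METTL1 and WDR4 form the methyltransferase complex that writes m7G. IGF2BP3 had 4 libraries, of which 2 carried the label bio2, and each of the other proteins had 2 libraries. No input or mock library was among the 12, so no background level was measured in the same way.

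The number of clusters was 14502 and 15701 in the IGF2BP1 libraries, and 4581 and 7469 in the IGF2BP2 libraries. It was 6467 and 6831 in the IGF2BP3 libraries without the bio2 label, and 6457 and 6009 in those with it. The METTL1 libraries held 6615 and 8648 clusters and the WDR4 libraries 9765 and 9205. The files gave no read counts, so the sequencing depth behind a cluster was unknown. The median cluster width was 34 nt and 35 nt in the bio2 libraries and between 38 nt and 43 nt in the other 10. The central 20 nt of a cluster occurred once in the genome for 62.2% ± 8.43 (SD, n = 8) of the clusters in the IGF2BP libraries and for 47.9% ± 2.16 (SD, n = 4) in the METTL1 and WDR4 libraries.

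The first comparison asked where in transcripts the reader and writer proteins were bound, and rested on the midpoint of each cluster. In the IGF2BP libraries, 40.2% ± 3.14 (SD, n = 8) of the clusters lay in 3' UTRs of protein-coding genes. In the METTL1 and WDR4 libraries the share was 19.1% ± 1.15 (SD, n = 4). The difference of 21.2 percentage points was larger than the spread between libraries of either group (two-sided exact permutation test over 495 splits of the libraries, p = 0.00202, the smallest this design allows). The share was 42.6% (95% Wilson confidence interval 41.8% to 43.4%) and 42.8% (42.1% to 43.6%) in the IGF2BP1 libraries, and 43.0% (41.6% to 44.4%) and 39.4% (38.3% to 40.5%) in the IGF2BP2 libraries. The 2 IGF2BP3 libraries without the bio2 label both had 41.5%, and both bio2 libraries had 35.5%. METTL1 libraries had 19.9% and 19.5%, and WDR4 libraries 19.5% and 17.4%. These intervals cover counting error only.

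The difference lay mainly between exonic and other clusters. Among clusters in 5' UTRs, coding sequence or 3' UTRs alone, the 3' UTR share was 73.7% ± 7.79 (SD, n = 8) in the IGF2BP libraries and 69.4% ± 6.09 (SD, n = 4) in the METTL1 and WDR4 libraries, a difference of 4.26 points within the spread between libraries (two-sided exact permutation test, p = 0.354). This alternative moved the result most. It was not run without the bio2 libraries. Both of these had the lowest such shares among the IGF2BP libraries, where the shares ranged from 61.3% to 82.5%. They therefore lowered the IGF2BP mean, and the difference without them would be larger, by an amount that was not tested. Coding sequence held 21.0% and 19.9% of the bio2 clusters, against 7.42% to 13.5% in the other IGF2BP libraries. Introns held 20.4% ± 3.18 (SD, n = 8) of the IGF2BP clusters and 41.4% ± 2.52 (SD, n = 4) of the METTL1 and WDR4 clusters (difference -21.0 points, two-sided exact permutation test, p = 0.00202, adjusted p = 0.00471 over 7 such comparisons, which were chosen after the tables had been seen). The share between genes was 12% and 19% in the respective libraries (p = 0.00202, adjusted p = 0.00471, same exact test). The numbers of clusters per library, with means of 8502 and 8558, did not differ between the groups (exact permutation test, p = 0.984, adjusted p = 1.0). With the protein as the unit, 3 proteins against 2, the 3' UTR difference was 21.7 points and the exact permutation p was 0.1, the smallest that design allows. The same unit gave -20.4 points for introns and -6.73 points between genes, both with an exact permutation p of 0.1. The bio2 label marks a possible batch that held IGF2BP3 libraries alone, so no comparison could be made within it. Without the bio2 libraries the difference was 22.7 points (two-sided exact permutation test, p = 0.00476, the smallest for 6 libraries against 4).

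**Figure D1:**
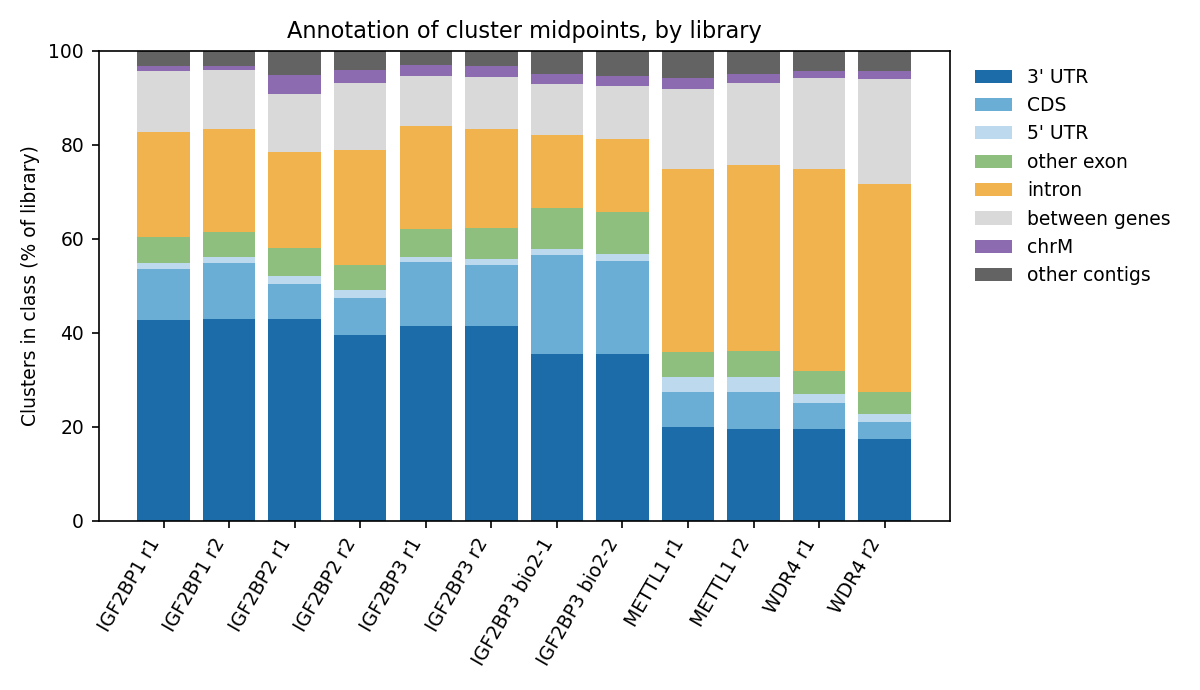
Share of clusters (percent of the library, y axis) by annotation class for each of the 12 libraries (x axis, r1 and r2 being replicates). The 3' UTR share lies between 35.5% and 43.0% in the IGF2BP libraries and between 17.4% and 19.9% in the METTL1 and WDR4 libraries.

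Within the family, IGF2BP3 had a mean 3' UTR share of 38.5% ± 3.47 (SD, n = 4), against 42.7% ± 0.153 (SD, n = 2) for IGF2BP1 and 41.2% ± 2.52 (SD, n = 2) for IGF2BP2. The differences of -4.25 and -2.71 points were not past the threshold (two-sided exact permutation tests over 15 splits, p = 0.133 and 0.467, smallest possible 0.0667). Among clusters in 5' UTRs, coding sequence or 3' UTRs they were larger, at -8.95 and -13.3 points (exact permutation p of 0.133 for both). Both bio2 libraries had the lowest such shares of the IGF2BP libraries, so these larger differences rest in part on them. Among single-copy clusters the differences were -3.98 and -6.52 points (exact permutation tests, p = 0.133 and 0.0667). Over all clusters, the difference from IGF2BP1 was -1.24 points for the IGF2BP3 libraries without the bio2 label and -7.26 points for those with it. The difference from IGF2BP2 was 0.295 points, in the other direction, for the IGF2BP3 libraries without the bio2 label and -5.72 points for those with it. With all 4 IGF2BP3 libraries it also depended on single IGF2BP2 libraries. It was -0.929 points without IGF2BP2 replicate 1 and -4.49 points without IGF2BP2 replicate 2. Coding sequence held 21.0% and 19.9% of the clusters in the bio2 libraries and 13.5% and 12.9% in the other IGF2BP3 libraries.

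The position along the 3' UTR was scaled from 0 at the stop codon to 1 at the transcript end. The median position of 3' UTR clusters was 0.456 ± 0.00812 (SD, n = 8) in the IGF2BP libraries and 0.459 ± 0.00841 (SD, n = 4) in the METTL1 and WDR4 libraries. The difference of -0.00272 was smaller than the spread between libraries (two-sided exact permutation test, p = 0.602). Without the bio2 libraries it was -5.65e-05 (exact permutation test, p = 0.99), and with the protein as the unit -0.000446 (exact permutation test, p = 0.9).

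Motif content was compared to ask whether the clusters carried elements tied to IGF2BP binding. Each cluster was widened by 10 nt on both sides, and the share of windows with the element was set against dinucleotide-preserving shuffles of the same windows. The element CAUH (H being A, C or U) occurred in 73.8%, 72.1%, 71.4% and 72.2% of the IGF2BP3 windows. It occurred in 60.5% and 62.5% of the IGF2BP1 windows, in 51.7% and 49.7% of the IGF2BP2 windows, and in 37.0% to 42.9% of the METTL1 and WDR4 windows. The log2 ratio of observed to expected was 0.066 ± 0.071 (SD, n = 8) in the IGF2BP libraries and -0.11 ± 0.049 (SD, n = 4) in the METTL1 and WDR4 libraries, a difference of 0.17 (two-sided exact permutation test, p = 0.00404, smallest possible 0.00202). Most of this difference was absent among clusters whose central 20 nt occurred once in the genome. There the ratio was 0.13 ± 0.020 (SD, n = 8) and 0.096 ± 0.015 (SD, n = 4), a difference of 0.031 (two-sided exact permutation test, p = 0.0263), and it was above 0 in all 12 libraries. Without the bio2 libraries the difference over all clusters was 0.15 (exact permutation test, p = 0.00952). With the protein as the unit it was 0.15 as well, with an exact permutation p of 0.2 where 0.1 is the smallest possible.

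**Figure D2:**
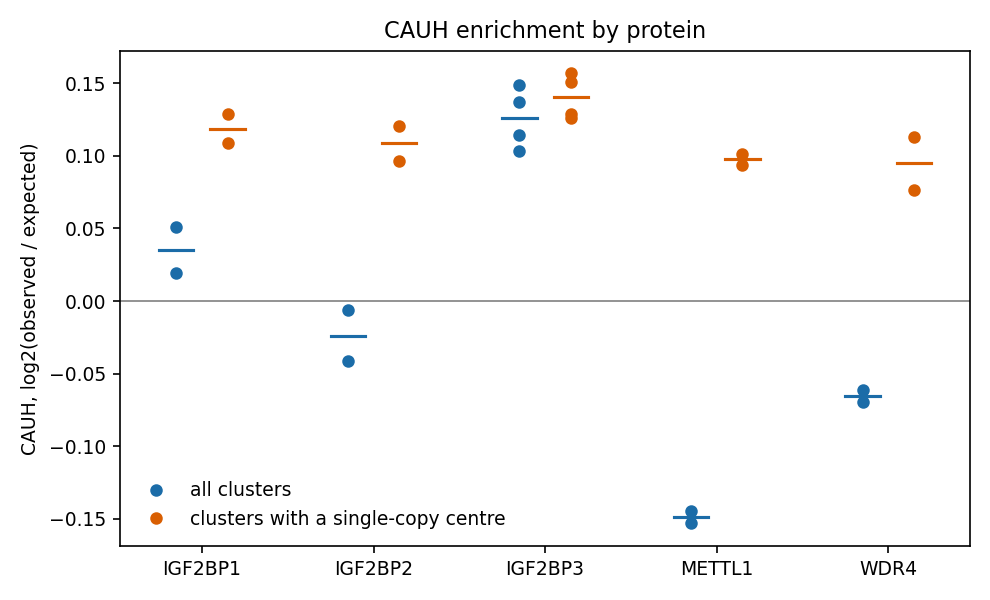
Enrichment of CAUH (y axis, log2 of observed over expected share of windows) in each library by protein (x axis), for all clusters and for clusters with a single-copy centre; points are libraries and bars are means. METTL1 and WDR4 libraries lie between -0.15 and -0.061 for all clusters and between 0.077 and 0.11 for single-copy ones.

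The bipartite element that the study names for IGF2BP3, GGCA or CGGC followed by CA at a set distance, was measured in the same windows. Its log2 ratio was 0.043 ± 0.094 (SD, n = 8) in the IGF2BP libraries and 0.13 ± 0.012 (SD, n = 4) in the METTL1 and WDR4 libraries, a difference of -0.091 that did not pass the threshold (two-sided exact permutation test, p = 0.119). The result depended on 1 library, since without IGF2BP2 replicate 2 the difference was -0.11 and the exact permutation p was 0.0364. For clusters as deposited, without widening, the direction changed to 0.058 (exact permutation test, p = 0.238). Among single-copy clusters the difference was -0.18 (exact permutation test, p = 0.0162), and without the bio2 libraries it was -0.059 (exact permutation test, p = 0.252). With the protein as the unit it was -0.063 (exact permutation test, p = 0.6). In the widened windows the 4 IGF2BP3 libraries had log2 ratios between -0.055 and -0.026, below those of every other library, but for clusters as deposited they ranged from -0.029 to 0.25, the lowest and the highest of the 12.

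Libraries were then compared with one another by the percentage of their clusters that overlapped a cluster of the other library by at least 1 nt on the same strand. Pairs of libraries of the same protein shared 47.0% of their clusters on average and pairs of different proteins 27.1%. The difference of 19.9 points was larger than nearly all partitions of the libraries into groups of the same sizes gave (one-sided exact permutation test over 51975 partitions, p = 0.000616, smallest possible 1.92e-05). Counting nucleotides shared, as a Jaccard index in percent, gave a difference of 14.7 points, and keeping the wider clusters of each library moved it most, to 13.7 points. Without the bio2 libraries it was 20.2 points (exact permutation test, p = 0.00106).

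The IGF2BP1 libraries shared 71.0% of their clusters and the IGF2BP2 libraries 53.6%. Replicates of METTL1 shared 26.3% and those of WDR4 27.7%, close to the 22.7% that METTL1 libraries shared with WDR4 libraries. IGF2BP3 libraries with the same bio label shared 70.5% and 73.7%. Those with different bio labels shared 36.7% on average over 4 pairs, with a range of 36.2% to 37.0%. The IGF2BP3 libraries without the bio2 label shared 53.8% of their clusters with IGF2BP1 libraries on average, more than they shared with the bio2 libraries of the same protein.

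**Figure D3:**
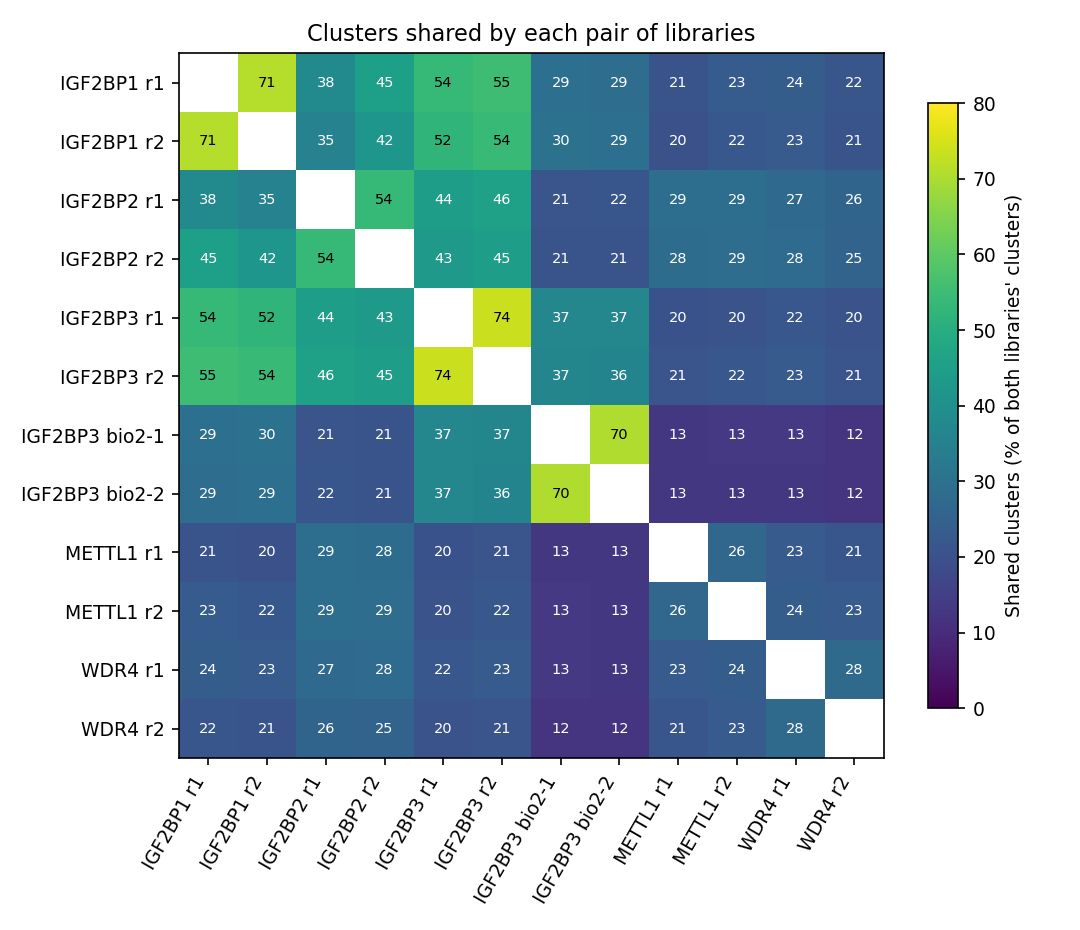
Percentage of clusters shared by each pair of the 12 libraries (colour and printed value; both axes list the libraries). IGF2BP replicate pairs with one bio label lie between 53.6% and 73.7%, and the METTL1 and WDR4 replicate pairs at 26.3% and 27.7%.

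Pairs of different proteins within the IGF2BP family or within the METTL1 and WDR4 complex shared 35.3% of their clusters and pairs across shared 20.9%, a difference of 14.4 points. The higher share came from the IGF2BP family, with 40.3% for IGF2BP1 with IGF2BP2, 41.6% for IGF2BP1 with IGF2BP3 and 32.8% for IGF2BP2 with IGF2BP3. METTL1 with WDR4, at 22.7%, was below IGF2BP2 with METTL1 (28.6%) and IGF2BP2 with WDR4 (26.6%) and close to IGF2BP1 with WDR4 (22.2%). Of the 10 ways to split the 5 proteins into 3 and 2, the real one gave the largest difference (one-sided exact permutation test, p = 0.1, the smallest possible, so the design could not reach 0.05).

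A reproducible cluster was one that overlapped between at least 2 libraries of a protein. IGF2BP1 had 10603 such clusters, or 54.7% of its 19367 merged sites. IGF2BP2 had 3174 (36.2% of 8768) and IGF2BP3, with its 4 libraries, 7694 (58.6% of 13125). METTL1 had 1935 (14.7% of 13187) and WDR4 2551 (15.7% of 16267). Requiring a site in all 4 IGF2BP3 libraries left 1702. Protein-coding genes with a reproducible exonic cluster numbered 3120 for IGF2BP1, 1159 for IGF2BP2, 2754 for IGF2BP3, 570 for METTL1 and 645 for WDR4. Of the METTL1 genes 86.7%, and of the WDR4 genes 89.5%, were also IGF2BP1 genes, and 298 genes were found with all 5 proteins. How far such sharing follows from transcript abundance could not be judged, as RNA levels were not used here.

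A further test asked whether reader clusters fell at writer clusters more often than uniform placement within the same gene's 3' UTR would give. Of the 4888 reproducible IGF2BP1 clusters in 3' UTRs, 462 overlapped a METTL1 cluster where 93.4 were expected, and 593 overlapped a WDR4 cluster where 106 were expected. For IGF2BP2, with 1466 such clusters, the counts were 413 against 59.3 for METTL1 and 463 against 65.4 for WDR4. For IGF2BP3, with 3049 such clusters, they were 349 against 61.1 and 448 against 68.8. The ratios of observed to expected lay between 4.95 and 7.08 (one-sided exact Poisson-binomial tests, largest adjusted p = 3.82e-223 over 6 protein pairs). Clusters within one gene were treated as independent in this test and are not replicates. Restricting the placement to windows with a number of T within 2 of the cluster's own lowered the ratios most, to between 3.49 and 4.56. As a yardstick, reader clusters at clusters of another reader gave ratios between 7.10 and 8.97, and METTL1 clusters at WDR4 clusters gave 6.90. IGF2BP2 clusters reached 6.96 at METTL1 and 7.08 at WDR4 clusters. Uniform placement takes no account of RNase T1 cut sites or of background common to all libraries, and there was no mock library. The ratios therefore cannot separate a relation of readers and writers from what such libraries have in common.

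**Figure D4:**
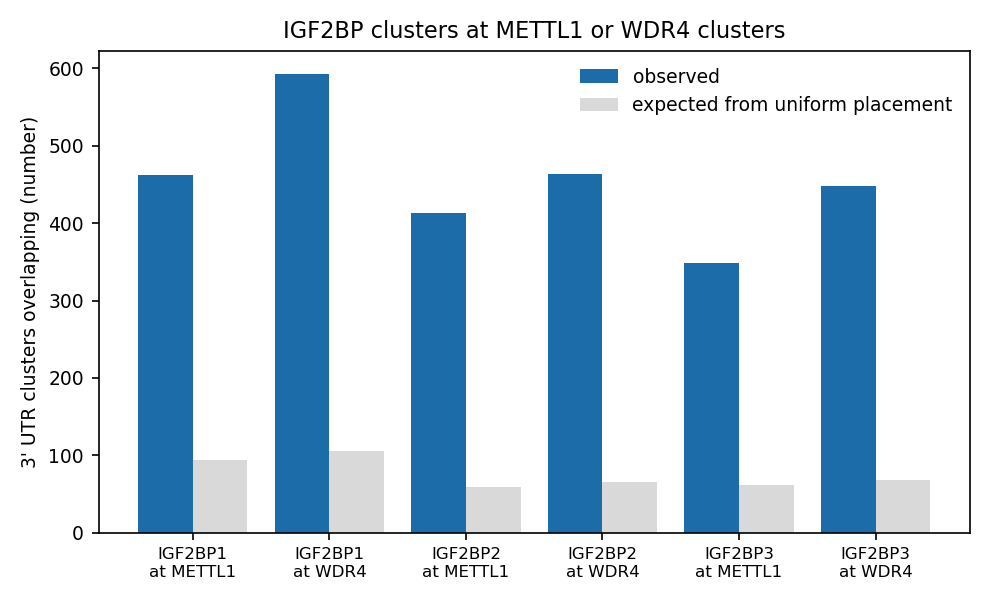
Number of reproducible IGF2BP clusters in 3' UTRs that overlapped a METTL1 or WDR4 cluster (y axis, number of clusters), observed and expected from uniform placement in the same 3' UTR, for 6 protein pairs (x axis). Observed numbers lie between 349 and 593 and expected ones between 59.3 and 106.

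Transcripts that the study targeted by tethering were examined by name, with positions in hg38. In BPNT2 (ENSG00000104331, chromosome 8, 56957931 to 56993867, minus strand) all 12 libraries had a 3' UTR cluster. METTL1 and WDR4 shared a reproducible site at 56960950 to 56960987, with the sequence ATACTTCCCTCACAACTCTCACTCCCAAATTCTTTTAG. It lay within the IGF2BP2 and IGF2BP3 site at 56960935 to 56960987, found in all 4 IGF2BP3 libraries. In NDRG1 (ENSG00000104419, chromosome 8) 10 libraries had a 3' UTR cluster, and WDR4 and IGF2BP2 had the same reproducible site at 133237905 to 133237954. METTL1 and IGF2BP1 had a reproducible site within it, at 133237915 to 133237954. The reproducible IGF2BP3 site lay elsewhere, at 133238598 to 133238619, within another IGF2BP1 site. Both bio2 libraries lacked a cluster in NDRG1. In ZDHHC9 (ENSG00000188706, chromosome X) 9 libraries had a 3' UTR cluster, and a site in coding sequence that ended at 129814737 or 129814745 was reproducible for all 5 proteins. HUWE1 (ENSG00000086758) had no 3' UTR cluster in any library, and exonic clusters in 9 libraries. CYRIB (ENSG00000153310) had an exonic cluster in 1 library. A file of called clusters lists only sites above the caller's limits, so a missing cluster sets no upper limit on binding.

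Of the 5 transcripts chosen as known IGF2BP targets, IGF2 (ENSG00000167244, chromosome 11) had 3' UTR clusters in all 12 libraries and between 28 and 33 reproducible exonic clusters per protein. MYC had a 3' UTR cluster in 1 library and exonic clusters in 5. ACTB had exonic clusters in 5 libraries and none in its 3' UTR. H19, a noncoding RNA, had clusters in 3 libraries, and CD44 had none. By the rule of the most reproducible clusters, with ties broken by symbol, IGF2 and APOB were named for all 5 proteins. PLBD2 tied with APOB for WDR4, and PEG10 tied with NFAT5 for IGF2BP1, so those names rest on the tie rule. APOB (ENSG00000084674) had 39 reproducible exonic clusters for both IGF2BP1 and IGF2BP3, 12 for IGF2BP2 and 8 for both METTL1 and WDR4. NFAT5 was named for IGF2BP1 with 18 reproducible clusters, PLBD2 for IGF2BP2 with 12 and PEG10 for IGF2BP3 with 17. ENSG00000284779, which overlaps IGF2 on the same strand, was named for METTL1 with 8 and for WDR4 with 9.

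Merging the clusters of all libraries gave 45174 sites, of which 60.6% were found in 1 library and 267 in all 12. Of these 267, 74 lay in 3' UTRs and 31 on the mitochondrial chromosome, and in 64.8% the median cluster had a centre that occurs more than once in the genome. The files held no score, so the 5 sites to be named were ranked by the mean width percentile of their clusters. All were on chromosome M, at 6019 to 7239 (MT-CO1), 13053 to 15315, 11181 to 12334 (MT-ND4), 12337 to 12991 (MT-ND5) and 1612 to 2585 (MT-RNR2). Width ranks such long merged stretches first by construction.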

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

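Of 212 recomputed values, 192 kept their direction and their side of the threshold, or for counts and ratios a similar size. Of the others, 5 became weaker, 2 stronger and 8 moved in size, and 5 changed direction. Part of the 192 could not change side, as the smallest possible p was 0.0667 or 0.1 in the main test. Others could not change at all, such as sites required in every library of a protein with 2 libraries. The tally is therefore not a measure of stability. The tests chosen only after the data were seen were those on wider clusters, single-copy clusters, thinned libraries, the libraries without the bio2 label and the standard chromosomes. Alternatives that needed a cluster score (a median score minimum, and equal numbers of top-scoring clusters) were not run.

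The 3' UTR share difference between IGF2BP and METTL1-WDR4 libraries stayed between 20.6 and 21.8 points across the 12 fits that each left out one library. With proteins as units it was 21.7 points with an exact permutation p of 0.1, which that design cannot go below. Among mRNA exon clusters it was 4.26 points (exact permutation test, p = 0.354). That alternative leaves out introns and intergenic sequence, where METTL1 and WDR4 had larger shares. It was not run without the bio2 libraries, whose low shares made the difference smaller. Against IGF2BP2, the IGF2BP3 share changed direction to 0.295 points when the bio2 libraries, with their lower share, were left out. With replicate number as a block, the 3' UTR difference of 21.2 points had an exact permutation p of 0.00444.

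For CAUH, proteins as units gave a log2 difference of 0.15 (exact permutation test, p = 0.2). Other elements in its place gave 0.042 for GGAC (p = 0.406) and 0.021 for ACA (p = 0.119), by the same exact test. Windows moved 200 nt as the background gave 0.45, and single-copy clusters 0.031, so the size of this difference depended on the background and on repeated sequence. Leaving out one library gave 0.16 to 0.19, and the block on replicate number left 0.17 with an exact p of 0.00889.

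The bipartite element gave differences from -0.109 to -0.077 across the 12 fits that left out one library, and passed the threshold without IGF2BP2 replicate 2 (-0.11, exact permutation p = 0.0364). It was 0.058 for clusters as deposited and -0.18 for single-copy clusters (exact permutation p = 0.0162); the cause was not tested. The block on replicate number gave -0.091, with an exact p of 0.142. The difference in position along the 3' UTR ranged from -0.00607 to 0.000717 over the fits that left out one library, with the change of direction coming without METTL1 replicate 1. It was 0.0122 for wider clusters and 0.00200 for single-copy clusters, none of them past the threshold, and the cause was not tested. It was -0.00272 with the block on replicate number (exact p = 0.613).

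Shared clusters kept the same direction and side of the threshold under every alternative run. Same-protein pairs exceeded the others by 13.7 to 22.5 points, the highest being the block on replicate number (exact p = 0.00185), and the 12 fits without one library gave 18.1 to 21.0 points. The within-family difference was 8.68 to 16.9 points with p at its smallest value of 0.1, which says nothing about stability. Random thinning removes a larger part of a larger library and lowers its sharing by construction, so the thinned values of 14.1 and 8.68 points are not a measure of equal depth.

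Wider clusters lowered the reproducible clusters to 4990 for IGF2BP1, 1690 for IGF2BP2, 3988 for IGF2BP3, 1055 for METTL1 and 1369 for WDR4, as the filter keeps only part of the clusters of each library. Requiring all 4 IGF2BP3 libraries left 1702. The 6 placement ratios stayed past the threshold under the 5 alternatives, between 3.49 with matched T content and 12.8 with a larger overlap required. For the named genes, 2 counts of libraries with a 3' UTR cluster were classed as moved, NDRG1 to 2 and MYC to 0, both with wider clusters. Other changes under that filter were classed as a similar size. Among them were BPNT2 from 12 to 8, ZDHHC9 from 9 to 8, APOB from 7 to 5 and PEG10 from 12 to 11.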

Other observations

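The tests chosen only after their results had been seen were the thinned and single-copy tests of the IGF2BP3 libraries by bio label, the tests of wrong labels and swaps, the comparison of IGF2BP2 and bio2 libraries, the comparison of IGF2BP2 replicate 2 with IGF2BP3 libraries of similar size, the contrasts of IGF2BP2 with the IGF2BP3 libraries without the bio2 label (without the sites of all 5 proteins, thinned and single-copy), and the permutation tests of clusters at tRNA genes.

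IGF2BP3 libraries with different bio labels shared 36.7% of their clusters, against 72.1% for those with the same label. The 4 libraries were of similar size, and after thinning to the smallest library of the series the gap was 25.4 points, so library size is not the whole cause. Counting clusters within 50 nt of each other as shared left a gap of 34.7 points, which argues against displaced cluster ends. Among single-copy clusters the gap was 33.5 points, so multi-copy sequence is not the whole cause either. Genes with an exonic cluster were also shared less across labels, by 21.3 points (82.8% with the same label, 61.5% with different ones). Genes were counted from the same clusters, so their sharing can fall because clusters are shared less. This measure therefore cannot tell other transcripts from other sites in the same transcripts. Whether the cells, the antibody lot or the digestion differed was not tested. The bio2 libraries had shorter clusters and more G at the last base (80.6% and 79.7%, against 53.0% to 70.6% in the other libraries), and no biological explanation was tested.

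The bio2 libraries also shared fewer clusters with the other IGF2BP3 libraries than those shared with IGF2BP1. This gap was 17.1 points both as first measured and when clusters within 50 nt counted as shared. The IGF2BP2 libraries, of 4581 and 7469 clusters, shared at least 6.27 points more with the IGF2BP3 libraries without the bio2 label than the bio2 libraries did, so library size is not the whole cause. Thinning reduced the gap to 0.606 points, but it removes more of the larger IGF2BP1 libraries and decides nothing here. Of 3548 unshared exonic bio2 clusters, 50.0% (95% Wilson confidence interval 48.3% to 51.6%) lay in genes with a cluster in the other IGF2BP3 libraries, which does not decide whether other genes or other sites account for them. A wrong label with IGF2BP2, METTL1 or WDR4 as the true protein is unlikely, as the bio2 libraries shared at most 21.1% of their clusters on average with any of these, against 36.7% with the other IGF2BP3 libraries. With IGF2BP1 they shared 29.4%. The IGF2BP1 libraries have at least 14502 clusters, which moves that share and may bring in weaker sites with other sequence content, so a wrong label or swap that involves IGF2BP1 cannot be told apart from a batch difference. CAUH content and the share of single-copy clusters argue against a swap of both bio2 libraries with both IGF2BP2 libraries. In the share of windows with CAUH, each IGF2BP2 library was at least 20.4 points from the IGF2BP3 libraries without the bio2 label. Each bio2 library was at most 2.39 points from them, a margin of 18.02 points. In the share of clusters with a single-copy centre, the distances were at least 16.6 and at most 4.17 points. Among single-copy clusters the CAUH log2 ratios lay close together and did not decide. They were 0.121 and 0.0967 for IGF2BP2, 0.151 and 0.157 for bio2, and 0.129 and 0.126 for the other IGF2BP3 libraries. GGAC did not decide either, with margins of 0.399 points in windows widened by 10 nt and -1.27 points with 25 nt. ACA and the bipartite element went with the CAUH share, at 6.94 and 3.92 points in windows widened by 10 nt. Shared clusters and the 3' UTR share, where IGF2BP2 was the closer of the pair, would go with such a swap. A swap with both METTL1 or both WDR4 libraries is unlikely, since each of those shared at least 13.3 points less with the IGF2BP3 libraries without the bio2 label than the bio2 libraries did.

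Replicates of METTL1 and of WDR4 shared fewer clusters than any IGF2BP pair with one bio label. The lowest IGF2BP pair stayed above the highest METTL1 or WDR4 pair by 5.54 points after thinning, by 28.0 points among single-copy clusters and by 19.9 points among 3' UTR clusters. The METTL1 and WDR4 libraries were also between the IGF2BP2 and IGF2BP1 libraries in mean number of clusters. Library size, multi-copy sequence and the larger intron share are thus each not the whole cause. Weaker crosslinking or precipitation of METTL1 and WDR4 and a higher background may both account for it, and without a mock library these remain open.

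IGF2BP2 shared 27.6% of its clusters with METTL1 and WDR4 libraries, against 21.9% for IGF2BP1 and 21.2% for the IGF2BP3 libraries without the bio2 label. The bio2 libraries shared 13.1% with METTL1 and 12.7% with WDR4 libraries. Among single-copy clusters the excess was 6.09 points over IGF2BP1 and 4.94 points over the IGF2BP3 libraries without the bio2 label, so multi-copy sequence is not the whole cause. IGF2BP2 replicate 2, with 7469 clusters, exceeded the IGF2BP3 libraries without the bio2 label, of 6467 and 6831 clusters, by at least 4.23 points with each METTL1 and WDR4 library, which argues against library size for the contrast with IGF2BP3. Thinning gave an excess of 9.42 points over IGF2BP1, 8.06 points over all 4 IGF2BP3 libraries and 5.70 points over those without the bio2 label. It takes more from larger libraries, so it cannot decide the contrast with IGF2BP1. Without the sites found with all 5 proteins the excess over the IGF2BP3 libraries without the bio2 label was 5.26 points, so such sites are not its whole cause. The excess over IGF2BP1 was then 0.448 points. IGF2BP2 has the fewest sites and so limits which sites all proteins have, and for the contrast with IGF2BP1 a shared set of abundant sites or background could not be told apart from a true excess.

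METTL1 methylates tRNA, so clusters at tRNA genes were counted. METTL1 libraries had 24 and 33, WDR4 libraries 13 and 10, the bio2 libraries 15 and 20, and the other IGF2BP libraries 0 to 2. Per 1000 clusters the means were 2.47 in the METTL1 and WDR4 libraries and 0.748 in the IGF2BP libraries (two-sided exact permutation test, p = 0.0667), a difference that did not pass the threshold. The bio2 libraries, at 2.32 and 3.33, lay among the METTL1 and WDR4 libraries, and without them all 4 METTL1 and WDR4 libraries, at 1.09 to 3.82, were above all 6 IGF2BP libraries, at 0 to 0.138 (two-sided exact permutation test, p = 0.00476, the smallest possible). With the protein as the unit and all libraries kept, the exact permutation p was 0.3. tRNA fragments present alike in every library are therefore not the source. The RAGGT element of the variable loop is the known context of METTL1 methylation. Of the tRNA genes with the element 13.3% had a METTL1 or WDR4 cluster, and of those without it 11.3% (two-sided Fisher's exact test, p = 0.632). For the bio2 libraries the shares were 2.67% and 8.33% (two-sided Fisher's exact test, p = 0.0289, adjusted p = 0.0578 over both tests). The element was unclear in 53 of the 443 tRNA genes, which were left out. Both tests took genes as independent, although copies of a tRNA gene can share sequence, so their p-values may overstate the evidence. The element test left open whether METTL1 and WDR4 contacted tRNA that they methylate, and the tRNA clusters of the bio2 libraries remain unexplained.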
